A study of Mus musculus with 12 samples. Its data were reported in "Mutant Lef1 controls Gata6 in sebaceous gland development and cancer" (2019).

How the data were processed

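Gene expression was profiled on Affymetrix Mouse Exon ST arrays, which carry a probe set for each exon. Total RNA came from keratinocytes of the back skin epidermis of female mice aged 9.5 weeks, was extracted with a column kit for small samples, amplified and labelled with biotin. K14ΔNLef1 mice carry a transgene in which the keratin 14 promoter drives Lef1 without its amino terminus, the part that binds β-catenin. Cells were sorted by flow cytometry on CD34, a surface marker of hair follicle bulge stem cells, and ITGA6 (integrin α6), which anchors basal cells to the basement membrane. The 4 groups were CD34+ITGA6+ cells and ITGA6+ cells of wild-type (WT) mice and the same populations of K14ΔNLef1 mice, with 3 arrays per group and 12 in all. The labels call the arrays of a group biological replicates, and the study's methods describe the ITGA6+ population as negative for CD34. Cells that were not fractionated on these markers, which the study also profiled, were not analysed here.

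The deposited values are intensities on a linear scale, 1 per probe set and array, that the authors had normalised by robust multi-array averaging (RMA). The submitters' processing notes name RMA, Affymetrix Power Tools and genome build mm9, and give no version. The table holds 114330 probe sets, a part of those on the array, and the rule that chose them is not given in the sources used here. Values ran from 2.47 to 17286.4. Because RMA adjusts the arrays to each other, a change shared by most genes would be partly removed before these values were made, and because the RNA was amplified, large and small differences need not be kept in proportion.

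The log2 of each intensity was taken first. Of the probe sets, 109751 (96.0%) had a single gene symbol in the array's annotation, 834 had several and 3745 had none. Of the 11281 symbols, 10018 were current in the RefSeq gene table of mouse assembly GRCm38.p6, 1226 older symbols were replaced by their current name and 37 were kept as given. That table served for names only, and positions of exons on the build of the arrays were not used here. A gene's value was the median over its probe sets, of which the median gene had 8 and 725 genes had 1. A gene was tested if it lay above the median of all probe sets of an array in at least 3 of the 12 arrays, which kept 5704 genes and left out 5577. Background itself was not measured here, so values called near background below are values near or under these medians. The microarray has no read depth, so the number of arrays limits the precision. The median of the arrays ran from 7.35 to 7.63 on the log2 scale, and arrays of a group correlated across probe sets with Pearson's r from 0.909 to 0.936.

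A linear model with a mean for each group was fitted to all 12 arrays with limma 3.58.1 in R 4.3.3, so that the 4 groups shared 1 estimate of the spread per gene with 8 residual degrees of freedom before moderation. The 5 comparisons were the genotype effect (K14ΔNLef1 minus WT) in each population, the population difference (CD34+ITGA6+ minus ITGA6+) in each genotype, and the difference of the genotype effect between populations (CD34+ITGA6+ minus ITGA6+). A gene was called when its two-sided moderated p-value, adjusted by the Benjamini-Hochberg method over all genes tested, was under 0.05. Of 28 gene lists, the 14 with at least 4 tested members were tested with camera, a limma test that asks whether a list's genes rank higher or lower than other genes, with a preset correlation of 0.01 between genes, and adjusted over the lists of a comparison. The same lists were run with a correlation estimated from the arrays, which is a stricter test, and with fry, which asks whether a list's own genes move one way on balance. One of the lists holds the genes the study picked from these arrays or from qPCR on the same kind of cells, so its shift is not independent evidence. It also holds Jun, which the study does not name, and Gata6, which the study took from earlier work, binding data, cultured cells and stained skin. In fits to simulated data with 200 changed genes, a change of 1 on the log2 scale was called for 62% of changed genes for the genotype effect in CD34+ITGA6+ cells, 66% in ITGA6+ cells, 70% and 68% for the population difference in WT and K14ΔNLef1, and 14% for the difference of effects. A change of 2 was called for 92% of genes or more in each of the 5. False calls were 3.47% to 6% of calls. The simulated genes were independent, with normal noise of the fitted spread and no pairing of arrays, so these rates need not hold for the real arrays.

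The tests, the filter, the gene lists, the alternatives and the rule for which genes are named were fixed before the data were examined. The rule takes Lef1, Cd34 and Itga6, the called genes with the 10 highest and the 10 lowest changes in each comparison among those whose groups did not overlap (a condition not set for the difference of effects), up to 5 members of each list with the lowest adjusted p, and the genes named by the study. Predicted genes, clone names, microRNAs and olfactory or vomeronasal receptors were passed over. Genes named outside the rule are marked where they appear. Alternatives were centring each array on its median, quantile normalization, no filter, a filter at the 75th percentile of each array, the mean over probe sets, a spread that follows intensity with robust moderation, array weights, a fit of the 6 compared arrays alone, a fold threshold of 1 on the log2 scale, the replicate number as a block, and leaving out each array in turn. A block for the replicate number within each genotype was added after the data were seen.

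Whether equal replicate numbers mark related arrays was checked from the deviations of each array from its group mean. In WT mice, arrays of CD34+ITGA6+ and ITGA6+ cells with the same number correlated across genes with r from 0.108 to 0.232, and other pairs with r from -0.16 to 0.048, so the numbers pair the samples there. The pairing rests on these correlations, since the labels do not say what a number stands for. In K14ΔNLef1 mice the same pairs had r from 0.07 to 0.133. No such pairing was seen between genotypes.

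Genes are given by symbol. Probe sets with several symbols or none entered only a separate count, and a test of exon usage was not run. Tcf7l1 was left out because its older symbol is shared with another gene. Tables were prepared with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.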

Results

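The data set holds 12 exon arrays from keratinocytes of mouse back skin at 9.5 weeks of age, with 3 arrays for each of 4 groups. The groups are CD34+ITGA6+ cells, the sort gate for hair follicle bulge stem cells, and ITGA6+ cells, the gate for the other basal keratinocytes, from WT and from K14ΔNLef1 mice. The study made these profiles to find out how ΔNLef1, a form of the transcription factor Lef1 that cannot bind β-catenin, alters gene expression in the epidermis before its skin phenotype is fully developed. The first principal component of the 5704 tested genes took 45.1% of the variance and separated the populations, and the second took 16.5% and separated the genotypes. Array medians differed by at most 0.28 on the log2 scale. Differences are given as log2 values with the standard error that limma estimated from the 12 arrays, and each compares 3 arrays with 3.

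Lef1, Cd34 and Itga6 were examined first because they define the groups. Lef1 measured 12.58 ± 0.09 (log2, mean ± SD, n = 3) in CD34+ITGA6+ cells of K14ΔNLef1 mice and 6.51 ± 0.56 in those of WT mice. In ITGA6+ cells it measured 12.65 ± 0.08 and 6.21 ± 0.21. The genotype difference was 6.07 ± 0.24 in CD34+ITGA6+ cells (limma, adjusted p = 2.83e-09) and 6.44 ± 0.24 in ITGA6+ cells (adjusted p = 1.27e-09). The WT means lie below the array medians of 7.35 to 7.63, so these differences are measured against values near background and no fold is given, for Lef1 or for other genes named below whose lower group lies there. Of the 13 Lef1 probe sets, 10 were higher by 4.47 to 6.92 in CD34+ITGA6+ cells and by 4.65 to 8.17 in ITGA6+ cells, while the other 3 differed by -0.40 to 0.10 and by -0.12 to 0.38. Their order along the gene was not analysed here. Cd34 was 6.43 ± 0.19 higher in CD34+ITGA6+ than in ITGA6+ cells of WT mice (adjusted p = 7.19e-11) and 6.07 ± 0.19 higher in K14ΔNLef1 mice (adjusted p = 1.59e-10). Itga6 was lower in CD34+ITGA6+ cells by -1.11 ± 0.19 in WT (adjusted p = 7.56e-04) and by -0.69 ± 0.19 in K14ΔNLef1 mice (adjusted p = 0.0247). The latter call was lost with quantile normalization (-0.44, adjusted p = 0.0728), without replicate 2 of the K14ΔNLef1 CD34+ITGA6+ arrays (-0.55, adjusted p = 0.115) and without replicates 1 (-0.61, adjusted p = 0.103) or 3 (-0.72, adjusted p = 0.0618) of the K14ΔNLef1 ITGA6+ arrays. A description field in the labels calls the CD34+ITGA6+ arrays basal and the ITGA6+ arrays bulge, against their titles, source names and cell types, and the Cd34 values go with the titles, which are followed here.

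**Figure D1:**
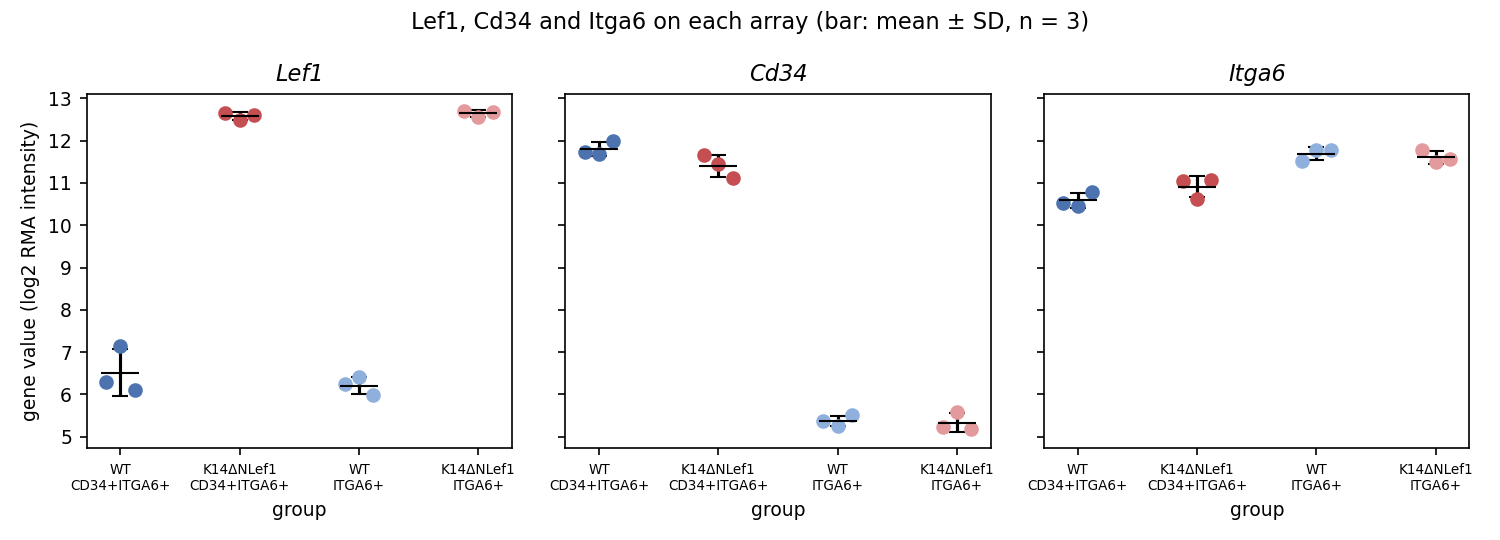
Gene value (log2 RMA intensity, vertical axis) of Lef1, Cd34 and Itga6 on each array, by group; points are arrays and bars the mean ± SD of 3. The K14ΔNLef1 groups have Lef1 means of 12.58 and 12.65 against 6.51 and 6.21 in WT, and the CD34+ITGA6+ groups have Cd34 means of 11.81 and 11.40 against 5.37 and 5.33.

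The genotype effect in CD34+ITGA6+ cells asks what ΔNLef1 changes in the bulge. Apart from Lef1, the genes that rose most were Apod, a lipid-binding lipocalin (log2 4.29 ± 0.31, adjusted p = 2.12e-06), Aldh1a2, which makes retinoic acid (3.98 ± 0.25, adjusted p = 8.95e-07), and the detoxifying glutathione transferase Gsta4 (3.61 ± 0.56, adjusted p = 0.0024). Fn1, which encodes the matrix protein fibronectin, rose by 3.36 ± 0.34, Sfrp4, a secreted Wnt inhibitor, by 2.88 ± 0.26, and Ntrk2, the receptor of brain-derived neurotrophic factor, by 2.46 ± 0.24. Pcolce2, an enhancer of procollagen processing, changed by -4.38 ± 0.29 (adjusted p = 1.18e-06), the kinase gene Camk4 by -3.56 ± 0.25 (adjusted p = 2.12e-06), and Igfbp3, which binds insulin-like growth factors, by -2.65 ± 0.37 (adjusted p = 0.0011). Ptgs2, the inducible cyclooxygenase, changed by -2.34 ± 0.26, the decoy interleukin 1 receptor Il1r2 by -2.26 ± 0.27 and the calcium-binding protein gene S100a4 by -2.12 ± 0.20. The other genes named by the rule were Dnah8, Ugt1a5 and Pgbd1, which rose by 2.40 to 3.40, and Lrrn3, Selenbp1, Slc16a7 and Tll1, which changed by -2.86 to -2.19.

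In all, 109 of 5704 genes were called, 40 higher and 69 lower in K14ΔNLef1 mice, and 94 of them (36 higher, 58 lower) differed at least 2-fold. The calls were 60 higher and 75 lower after median centring, 64 and 80 after quantile normalization, 52 and 54 without replicate 3 of the WT CD34+ITGA6+ arrays and 24 and 47 without replicate 3 of the K14ΔNLef1 CD34+ITGA6+ arrays, so the excess of lower calls varied in size. At an unadjusted p under 0.05 there were 570 genes, and 12.6% of genes had groups that did not overlap, against 10% by chance. The count was 70 when only the 6 arrays compared were fitted, 177 with the mean over probe sets in place of the median, and 71 without replicate 3 of the K14ΔNLef1 CD34+ITGA6+ arrays.

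Among the gene lists, mitotic and replication genes shifted up in K14ΔNLef1 CD34+ITGA6+ cells, with a median of 0.54 over 19 genes of which 16 were higher (camera, adjusted p = 6.31e-07, and adjusted p = 0.56 with an estimated correlation). Of these genes only Cdk1, the kinase that drives entry into mitosis, was called (1.12 ± 0.23, adjusted p = 0.0192), and 5 were called when adjusted over the list alone. Wnt/β-catenin targets shifted up (adjusted p = 0.0403, and adjusted p = 0.678 with an estimated correlation; adjusted p = 0.0542 with the replicate number as a block, and adjusted p = 0.141 without the filter). Of their 10 measured members, Axin2, a feedback inhibitor of the pathway, rose by 0.95 ± 0.18 and Cd44, a hyaluronan receptor, by 1.11 ± 0.17, while the AP-1 subunit Jun changed by -0.88 ± 0.18, and 3 were called over the list alone as well. In the bulge list of 18, the secreted Wnt inhibitor Wif1 rose by 2.25 ± 0.24, which also made it the 1 called gene of 15 Wnt ligands, receptors and inhibitors, and Angptl7 changed by -1.90 ± 0.40, with 2 of the list called when adjusted over the list alone. Of 7 Notch pathway genes, the ligand gene Jag1 changed by -1.20 ± 0.23 (adjusted p = 0.0121), and of 14 immediate early and stress genes only Jun was called. No member was called among 7 genes of the isthmus and sebaceous duct, 7 sebaceous, 10 cholesterol synthesis, 12 basal, 9 suprabasal, 13 DNA mismatch repair and 15 BMP and TGF-β genes, and adjusted over the list alone 2 sebaceous and 2 basal genes were called. Median and mean had opposite signs for suprabasal (-0.13 and 0.07), isthmus (-0.12 and 0.13), Notch (0.08 and -0.09) and Wnt ligand and receptor genes (-0.05 and 0.05), none of which was called as a list, and the sebaceous list had a median of 0.01 with a test towards lower. The calls of Cdk1 (1.03, adjusted p = 0.0952), Axin2 (0.93, adjusted p = 0.0632) and Jun (-0.82, adjusted p = 0.092) were lost without replicate 3 of the K14ΔNLef1 CD34+ITGA6+ arrays, and that of Angptl7 without replicate 2 (-1.55, adjusted p = 0.0968), and each was also lost without 1 or more other arrays of these 2 groups (adjusted p up to 0.0971). The count of lists called fell from 3 to 1 without replicate 3 of the WT or replicate 2 of the K14ΔNLef1 CD34+ITGA6+ arrays.

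The genotype effect in ITGA6+ cells asks the same of basal keratinocytes outside the bulge gate. The genes that rose most after Lef1 were the protease inhibitor gene Serpinb11 (log2 5.07 ± 0.63, adjusted p = 1.80e-04), Tagln3 (4.40 ± 0.28, adjusted p = 4.18e-07) and Cald1, which encodes the actin-binding protein caldesmon (3.84 ± 0.19, adjusted p = 3.62e-08). Igfbp2, which binds insulin-like growth factors, rose by 3.55 ± 0.24, the phospholipase gene Pla2g4c by 3.73 ± 0.26 and Gsta4 by 3.47 ± 0.56. Serpinb2, an inhibitor of plasminogen activators, changed by -4.07 ± 0.36 (adjusted p = 8.27e-06), Il1r2 by -4.06 ± 0.27 (adjusted p = 5.42e-07), the interleukin receptor genes Il20ra and Il12rb2 by -3.66 ± 0.28 and -3.64 ± 0.33, the chemokine scavenger Ackr2 by -3.23 ± 0.27 and Ptgs2 by -2.75 ± 0.26. Fmo1, Cdo1 and Rgs2 rose by 3.09 to 3.77, and Sema3d, Chit1, Serpinb7 and Fam81a changed by -3.54 to -2.81.

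Here 302 genes were called, 119 higher and 183 lower in K14ΔNLef1 mice, of which 215 (91 higher, 124 lower) differed at least 2-fold. The calls were 160 higher and 205 lower after median centring and 143 and 186 after quantile normalization. At an unadjusted p under 0.05 there were 870 genes, and 22.6% of genes had groups that did not overlap, against 10% by chance. The count was 174 of 2323 genes under the stricter filter, 196 without replicate 3 of the WT ITGA6+ arrays, and 201 and 192 without replicates 1 and 3 of the K14ΔNLef1 ITGA6+ arrays.

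Sebaceous gland and lipid synthesis genes shifted up in ITGA6+ cells of K14ΔNLef1 mice (camera, adjusted p = 0.0054, and adjusted p = 0.399 with an estimated correlation). Of the 7 measured, Mgst1, a membrane-bound glutathione transferase, rose by 2.13 ± 0.35 (adjusted p = 0.0019) and Acaca, the acetyl-CoA carboxylase that commits carbon to fatty acid synthesis, by 1.16 ± 0.22 (adjusted p = 0.0061), and 2 were called over the list alone. Of 7 isthmus and sebaceous duct genes, Atp6v1c2, a proton pump subunit, rose by 1.44 ± 0.24 (adjusted p = 0.0019). Mitotic and replication genes shifted up, with a median of 0.58 over 19 genes of which 14 were higher (adjusted p = 1.68e-04, and adjusted p = 0.399 with an estimated correlation). The 7 replication genes among them did not share this direction, with 5 lower (Mcm2, Mcm4, Mcm6, Mcm7 and Tyms, at -0.47 to -0.01) and a median of -0.19, a division of the list made after the values were seen. Ube2c (1.49 ± 0.26), Tpx2 (1.33 ± 0.34), Bub1b (1.24 ± 0.29) and Cdk1 (0.86 ± 0.23), which act in mitosis, rose, and 7 were called when adjusted over the list alone. Immediate early and stress genes shifted down, with a median of -0.56 over 14 genes (adjusted p = 0.0011, and adjusted p = 0.316 with an estimated correlation), and the phosphatase gene Dusp1 was the 1 called (-1.06 ± 0.25), with 4 called over the list alone. Among 9 suprabasal genes, Dsc1 (1.43 ± 0.31), Calml3 (1.17 ± 0.24) and Tgm3 (1.08 ± 0.27) rose, and 4 were called over the list alone, while the keratin gene Krt1 measured -0.70 ± 0.32 and was not called. Of 15 Wnt ligands, receptors and inhibitors, Wnt16 and the inhibitor Sfrp1 both changed by -1.49 (± 0.17 and ± 0.38) and the receptor gene Fzd7 by 0.83 ± 0.21, with 4 called over the list alone. Egfl6 and Sfrp1 were the 2 of 18 bulge genes that fell, also over the list alone. The integrin gene Itga2 was the 1 of 12 basal genes called (-1.15 ± 0.24), and Id4 the 1 of 15 BMP and TGF-β genes (-1.45 ± 0.17, adjusted p = 1.08e-04), with the same counts over the list alone, as for the isthmus list. None of the 10 Wnt/β-catenin targets was called over all genes and 5 over the list alone, among them Axin2 with -0.65 ± 0.18 (adjusted p = 0.0574). No cholesterol synthesis, mismatch repair or Notch gene was called under either adjustment. Median and mean had opposite signs for bulge (0.03 and -0.17), mismatch repair (0.03 and -0.04) and Wnt ligand and receptor genes (0.0017 and -0.14), none of which was called as a list. Calls of Ube2c, Mgst1, Acaca, Atp6v1c2, Id4 and Wnt16 held without any single array, but those of Cdk1, Bub1b, Tpx2, Tgm3, Dsc1, Calml3, Dusp1, Itga2, Fzd7 and Sfrp1 were each lost without 1 or more of the ITGA6+ arrays. Without replicate 1 of the WT ITGA6+ arrays, for example, Tpx2 was 0.89 (adjusted p = 0.11), Bub1b 1.04 (adjusted p = 0.0986), Cdk1 0.69 (adjusted p = 0.176) and Tgm3 1.01 (adjusted p = 0.0969), and with the replicate number as a block Cdk1 and Sfrp1 were at adjusted p = 0.0566 and 0.0599. Without the filter the calls of Cdk1, Tpx2, Fzd7 and Sfrp1 were lost, and that of Fzd7 with the mean over probe sets too. Without replicate 3 of the WT ITGA6+ arrays, Dsc1 was 1.05 (adjusted p = 0.0591) and Itga2 -1.04 (adjusted p = 0.0545), without replicate 2 Calml3 was 1.01 (adjusted p = 0.0551), Fzd7 0.64 (adjusted p = 0.156), Sfrp1 -1.19 (adjusted p = 0.15) and Dusp1 -0.95 (adjusted p = 0.0971).

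The list of genes the study names from these arrays or from qPCR held 15, of which 13 were tested. It includes Jun by mistake, since the study names Junb and not Jun, so counts for this list include a gene that the study did not pick. In CD34+ITGA6+ cells Cd44 rose by 1.11 ± 0.17 (adjusted p = 0.0018), while Igfbp3 changed by -2.65 ± 0.37, the matrix gene Tnc by -1.56 ± 0.24 (adjusted p = 0.0024), and the growth factor receptor gene Met by -1.07 ± 0.21 (adjusted p = 0.0143), and Jun, not named by the study, by -0.88 ± 0.18 (adjusted p = 0.018). In ITGA6+ cells Wnt16 (-1.49 ± 0.17, adjusted p = 7.66e-05), the prostaglandin transporter gene Slco2a1 (-1.63 ± 0.26, adjusted p = 0.0016), Egfl6 (-1.81 ± 0.31, adjusted p = 0.0025), Tiam1, which activates Rac (-1.05 ± 0.19, adjusted p = 0.0034), and Igfbp3 (-1.46 ± 0.37, adjusted p = 0.0344) fell. The transcription factor genes Klf4 (-0.80 and -1.17), Klf5 (0.86 and -0.74) and Junb (0.09 and -0.46) were not called in CD34+ITGA6+ or in ITGA6+ cells. Gata6, a transcription factor of the sebaceous duct, was not called either. It differed by -0.21 ± 0.21 in CD34+ITGA6+ cells (adjusted p = 0.865) and by -0.16 ± 0.21 in ITGA6+ cells (adjusted p = 0.838), with 95% intervals, not adjusted for the number of genes, that end at 0.24 and 0.28. Its group means of 7.40 to 7.69 lie at the array medians, taken here as near background, where a change may be understated. These limits therefore hold for the measured signal alone. The paper reports higher Gata6 in cultured K14ΔNLef1 keratinocytes by RT-qPCR and more Gata6-positive cells in stained K14ΔNLef1 skin, which are other samples and measures. Pparg and Edar lay below the filter and were not called without it. From profiles that include unfractionated cells, the paper counts both as raised by ΔNLef1 and Klf5 as lowered. Over the list alone 6 genes were called in CD34+ITGA6+ cells and 9 in ITGA6+ cells, against 5 and 5 over all genes, and the list shifted down in both populations (camera, adjusted p = 0.0294 and 2.27e-05, and adjusted p = 0.763 and 0.316 with an estimated correlation). Since the study chose most of these genes on these samples, Jun and Gata6 excepted, neither the counts nor the shifts are independent evidence. The calls of Met (-0.97, adjusted p = 0.0797) and Jun (-0.82, adjusted p = 0.092) in CD34+ITGA6+ cells were lost without replicate 3 of the K14ΔNLef1 CD34+ITGA6+ arrays, and also without its replicate 2 or replicate 1 of WT. That of Igfbp3 in ITGA6+ cells was lost without the filter (adjusted p = 0.0597) and when any one of the ITGA6+ arrays except replicate 1 of K14ΔNLef1 was left out (adjusted p up to 0.152).

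**Figure D2:**
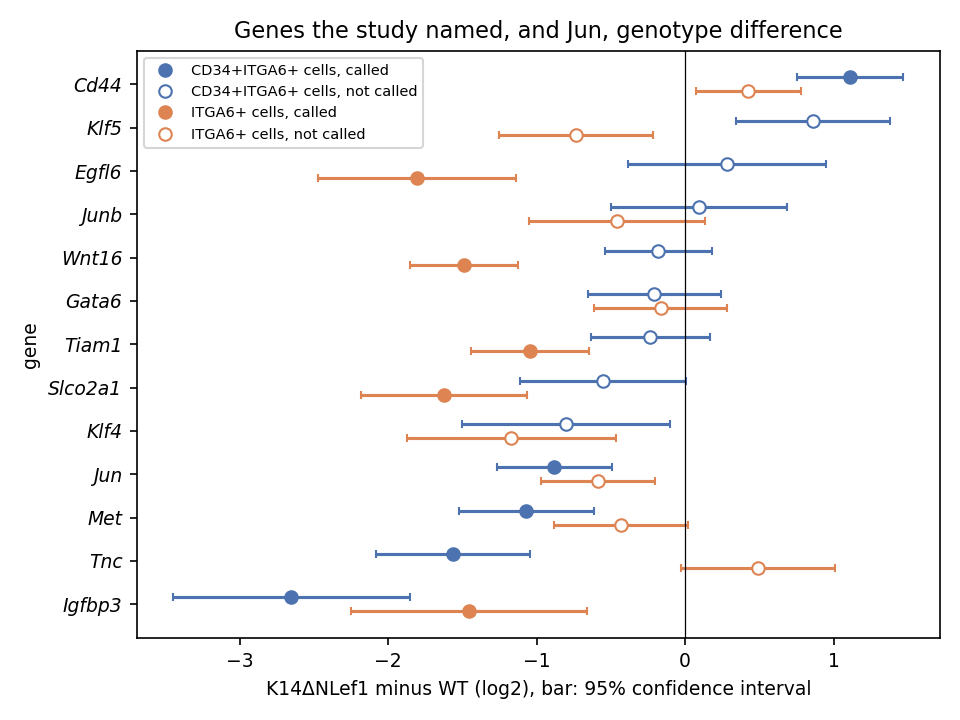
Genotype difference (K14ΔNLef1 minus WT, log2, horizontal axis) of the 13 tested genes of the list, 12 named by the study and Jun, in CD34+ITGA6+ and ITGA6+ cells; bars are 95% confidence intervals and filled points are called genes. Igfbp3 lies at -2.65 and -1.46, Cd44 at 1.11 and 0.43 and Gata6 at -0.21 and -0.16.

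The difference of the genotype effect between populations sets the effect of ΔNLef1 in the bulge gate against that outside it. Ntrk2 rose by 2.46 in CD34+ITGA6+ cells and changed by -2.15 in ITGA6+ cells, a difference of 4.62 ± 0.33 (adjusted p = 4.59e-06). Apod and Aldh1a2 rose in CD34+ITGA6+ cells and measured -0.28 and -0.24 in ITGA6+ cells (differences 4.57 ± 0.44 and 4.22 ± 0.36). Cald1 and Tagln3, in contrast, rose in ITGA6+ cells and measured -0.41 and 0.53 in CD34+ITGA6+ cells (differences -4.24 ± 0.27 and -3.87 ± 0.39). S100a4 changed by -2.12 in CD34+ITGA6+ cells and by 1.40 in ITGA6+ cells (difference -3.52 ± 0.28, adjusted p = 1.05e-05). Among genes of the lists, Axin2 differed by 1.60 ± 0.26 (adjusted p = 0.0054), Wif1 by 2.07 ± 0.34 and Tnc by -2.06 ± 0.34 (adjusted p = 0.006 for both), and Wnt16 by 1.31 ± 0.24 (adjusted p = 0.0116). Tnc in WT ITGA6+ cells (6.44) and Wnt16 in WT CD34+ITGA6+ cells (6.62) lay below the array medians. A fall like that in the other population may be measured only in part there, so their differences need not mean a different action of ΔNLef1.

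The difference was called for 86 genes, 41 with the higher effect in CD34+ITGA6+ cells and 45 with the lower, and each was at least 2-fold. Of the 86, 21 were also called for the genotype effect in CD34+ITGA6+ cells alone, 51 in ITGA6+ cells alone, 9 in both and 5 in neither, and 46 had opposite signs in the populations. For 62 of the 86 the larger effect may not have been measured alike in the other population. For 34 of them a fall of that size from the WT mean there would end below the highest array median (7.63). For 28 a rise would start below it or, for Cald1, end above the highest gene value of any array (13.3). The array median is not a limit of detection, since Lef1 rose by 6.07 and 6.44 from WT means below it, so these are possible limits only. For the other 24 genes neither limit is reached. Ntrk2, Axin2, Klf5, Egfl6 and Id4 are among these, and Apod, Aldh1a2, Wif1, Cald1, Tagln3, S100a4, Tnc and Wnt16 are not. These limits, and the rule by which the counts were judged, were set after the values were seen and replace ones tried first, which counted only genes with a larger fall whose WT mean in the other population lay below the lowest array median. At an unadjusted p under 0.05 there were 545 genes. The count was 49 (31 and 18) under the stricter filter and 149 with the mean over probe sets. Wnt/β-catenin targets were shifted towards a higher effect in CD34+ITGA6+ cells (camera, adjusted p = 0.0118, and adjusted p = 0.742 with an estimated correlation; 1 of 10 called, and 3 over the list alone) and sebaceous genes towards a lower one (adjusted p = 0.0118, and adjusted p = 0.786 with an estimated correlation; none of 7 called, and 3 over the list alone). The median of the sebaceous list was -0.95. Without the filter both calls were lost (adjusted p = 0.0535 and 0.168). Wif1 and Egfl6 were the called members of the bulge list, Wif1 and Wnt16 of the Wnt ligands, receptors and inhibitors, and Id4 of the BMP and TGF-β list, and no gene of the other lists was called except those the study names. The BMP and TGF-β list had a median of -0.03 and a test towards higher. Immediate early and stress genes were not called (adjusted p = 0.066, adjusted p = 0.786 with an estimated correlation and 0.0535 without the filter) but were with the block within genotype (adjusted p = 0.0192). No list was called without replicate 3 of the WT CD34+ITGA6+ arrays, and 1 was without replicate 3 of the K14ΔNLef1 CD34+ITGA6+ or replicate 2 of the K14ΔNLef1 ITGA6+ arrays. Of the 15 genes of the study's list, 13 were tested here too, and Egfl6, Klf5, Tnc and Wnt16 were called over all genes and 7 over the list alone, which is not independent evidence.

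**Figure D3:**
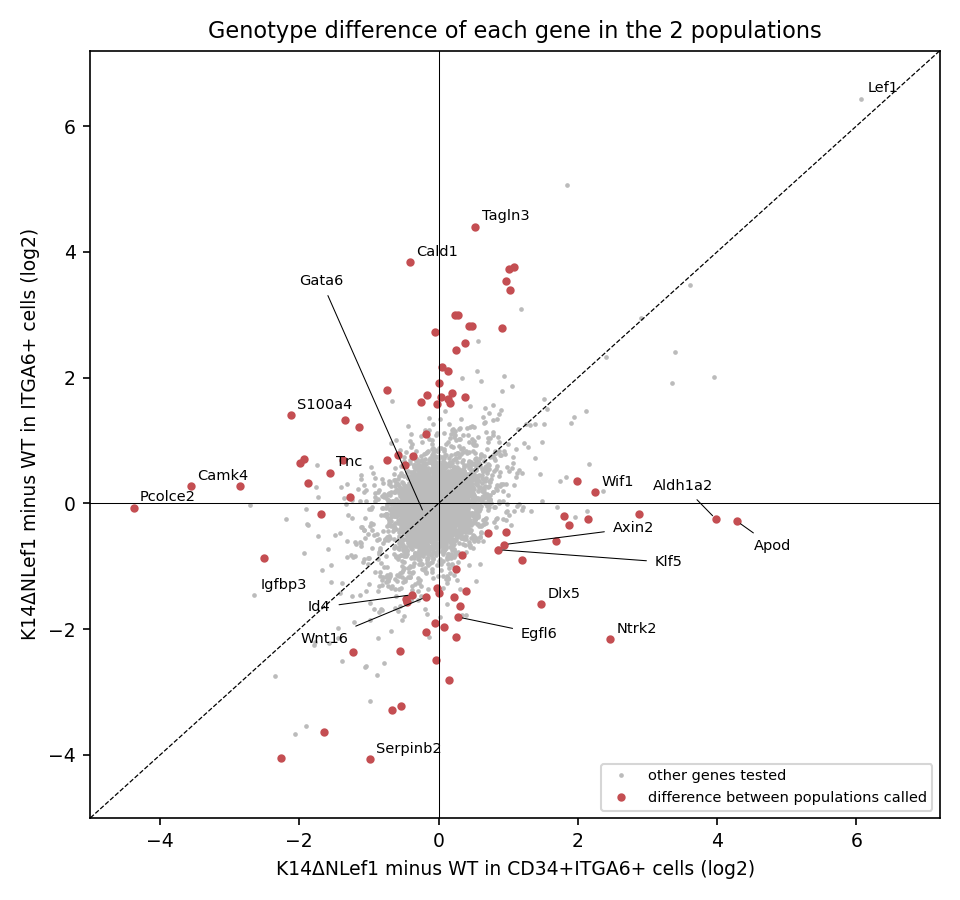
Genotype difference (K14ΔNLef1 minus WT, log2) of each tested gene in CD34+ITGA6+ cells (horizontal axis) and ITGA6+ cells (vertical axis); red points are the 86 genes whose difference between populations was called, and the dashed line marks equal differences. Apod and Aldh1a2 lie at 4.29 and 3.98 on the horizontal axis with -0.28 and -0.24 on the vertical, and Cald1 and Tagln3 at 3.84 and 4.40 on the vertical axis.

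The genotype effects of the populations, which share no arrays, had 40 called genes in common, of which 12 rose in both, 24 fell in both and 4 went opposite ways. Independent lists of these sizes would share 0.84, 2.21 and 2.72, but arrays with the same number correlate across populations within a genotype, so the lists are not independent even without an effect of the transgene. Across genes, which are not independent replicates, the effects correlated with Pearson's r of 0.366 and Spearman's rho of 0.236. Their covariance was 0.0766, and its mean over the 36 combinations that take arrays of different numbers for the populations, computed after the pairing was seen, was 0.0678 (0.0312 to 0.0924), so arrays of the same number do not account for most of it. The overlap of called genes was not tested in this way.

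The population difference in WT mice describes the bulge gate itself. Besides Cd34, the genes higher in CD34+ITGA6+ cells included Grem1, a secreted BMP inhibitor (log2 6.68 ± 0.90, adjusted p = 1.18e-04), the peptide hormone gene Cck (6.02 ± 0.42) and Mme, which encodes the peptidase neprilysin (5.37 ± 0.42). Grem1 was measured by 1 probe set, with 5.28 ± 1.93 (log2, mean ± SD) in ITGA6+ cells, below the array medians. Pcolce2, S100a4, Fabp4, Angptl7, Tgm5 and Pi15 were higher by 3.88 to 5.35. Lower were the BMP ligand gene Bmp4 (-3.29 ± 0.40), the receptor genes Il12rb2 (-3.27 ± 0.33), Il1r2 (-3.21 ± 0.27) and Cysltr1 (-3.02 ± 0.25), and Il33, an alarmin of barrier cells (-2.99 ± 0.32). Calm5, Serpinb7, Arhgdib, Cenph and Plbd1 measured -3.11 to -2.86.

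In WT, 981 genes were called, 325 higher and 656 lower in CD34+ITGA6+ cells, and 602 (243 higher, 359 lower) differed at least 2-fold. The median of all genes lay at -0.17, so each value is 0.17 higher relative to it, and after median centring the calls were 505 higher and 495 lower, and after quantile normalization 483 and 511. The excess of lower calls was not kept under another scaling. At an unadjusted p under 0.05 there were 1709 genes, and 31.8% of genes had groups that did not overlap, against 10% by chance. The stricter filter gave 518 calls.

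Bulge stem cell genes were higher in CD34+ITGA6+ cells of WT mice, with 15 of 18 called higher and none lower, 16 called over the list alone and a median of 1.94 (camera, adjusted p = 3.37e-23, and adjusted p = 0.0018 with an estimated correlation). Cd34, on which the cells were sorted, is 1 of the 15. Among the others were the stem cell receptor gene Lgr5 (3.86 ± 0.31), the transcription factor gene Lhx2 (3.49 ± 0.21) and the growth factor gene Fgf18 (3.43 ± 0.30), which is known to hold the follicle at rest. Mitotic and replication genes were lower, with 16 of 19 called over all genes and over the list alone and a median of -1.30 (adjusted p = 9.19e-08, and adjusted p = 0.241 with an estimated correlation), such as the replication helicase genes Mcm6 (-1.64 ± 0.24) and Mcm2 (-1.30 ± 0.20) and the cyclin gene Ccna2 (-1.41 ± 0.24). BMP and TGF-β genes shifted up (adjusted p = 8.07e-05, and adjusted p = 0.281 with an estimated correlation), with Id2 (1.99 ± 0.24), a target of BMP signalling, and the inhibitor Fst (1.87 ± 0.17) among 7 of 15 higher, 2 lower and 10 called over the list alone. Of 9 suprabasal genes, Krt1 (-2.15 ± 0.32), Krt10 (-1.43 ± 0.24) and Tgm3 (-1.43 ± 0.27) were lower and Calml3 was higher (3.34 ± 0.24). Of 15 Wnt ligands, receptors and inhibitors, 6 were higher, among them Fzd7 (2.74 ± 0.21), and Wnt4 (-1.37 ± 0.21), Wnt16 (-1.27 ± 0.17) and Fzd10 (-1.20 ± 0.32) were lower, with 11 called over the list alone. That list and the 14 immediate early and stress genes, of which 5 were lower, among them Dusp1 (-1.92 ± 0.25), were not called (adjusted p = 0.0509 for both, and 0.598 and 0.582 with an estimated correlation). With the block within genotype they were (adjusted p = 0.0371 and 0.0181), and without the filter only the immediate early genes were (adjusted p = 0.0044, against 0.701 for the Wnt list). Of 10 Wnt/β-catenin targets Lgr5 was higher, and Axin2 (-1.19 ± 0.18) and Tnfrsf19 (-2.80 ± 0.28) were lower. Of 7 sebaceous genes Scd1, which desaturates fatty acids, was lower (-1.68 ± 0.30) and Mgst1 higher (1.46 ± 0.35). Of 12 basal genes Itga6 was lower and Dst higher (1.06 ± 0.20), and Itga3 was lower (-0.79 ± 0.24). Klk10 of the 7 isthmus genes (-0.97 ± 0.24) and Ebp of the 10 cholesterol synthesis genes (-0.91 ± 0.23) were lower, and so were Rpa2, Rfc3 and Rpa1 of 13 mismatch repair genes (-1.10 to -0.76) and the Notch pathway genes Jag2, Hes1 and Notch1 (-0.75 to -0.71), with Jag1 higher (0.79 ± 0.23). Over the list alone 5 suprabasal, 7 immediate early, 3 Wnt/β-catenin target, 2 sebaceous, 3 basal, 2 isthmus, 1 cholesterol, 5 mismatch repair and 4 Notch genes were called. The sebaceous list had a median of 0.26 and a mean of -0.07, and the basal list a median of -0.16 with a test towards higher. Without replicate 2 of the CD34+ITGA6+ arrays the calls of Itga3, Klk10, Rpa2, Rfc3, Rpa1, Hes1, Notch1, Jag1 and the immediate early genes Atf3, Egr1 and Junb were lost (adjusted p from 0.0503 to 0.149), and that of Fosl2, the remaining immediate early gene, was lost without replicate 1 (adjusted p = 0.0647). The calls of Rfc3, Rpa1, Atf3 and Junb were lost after median centring and after quantile normalization as well, these and that of Itga3 without the filter, and that of Fosl2 with the mean over probe sets. Klf5 (-2.20 ± 0.24), Slco2a1 (-1.36 ± 0.26), Tnc (1.52 ± 0.24) and Egfl6 (2.05 ± 0.31) were called among the genes of the study's list, with 6 of 13 in all and 7 over the list alone, which is not independent evidence.

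The population difference in K14ΔNLef1 mice compares the same sort gates in the presence of the transgene. Cd34, Mme (4.78 ± 0.42), Cck (4.36 ± 0.42), Tgm5 (4.34 ± 0.27) and Grem1 (4.31 ± 0.90) were among the 10 genes with the highest values, as in WT. Cd200, a surface marker of the bulge (4.65 ± 0.34), Lgr5 (4.31 ± 0.31), Aldh1a2 (4.21 ± 0.25), Apod (4.18 ± 0.31) and Egfl6 (4.14 ± 0.31) completed them. Lower were Tagln3 (-3.74 ± 0.28), the antimicrobial peptide gene Defb1 (-3.00 ± 0.26), the hyaluronan synthase gene Has3 (-2.84 ± 0.22) and Tgm3 (-2.76 ± 0.27). Cfap57, Abi3bp, Gdpd2, Rab27a, Plbd1 and Fmo1 measured -3.21 to -2.74.

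In K14ΔNLef1 mice 736 genes were called, 263 higher and 473 lower, and 445 (188 higher, 257 lower) differed at least 2-fold. The median of all genes lay at -0.15, and the calls were 388 higher and 354 lower after median centring and 376 and 372 after quantile normalization. At an unadjusted p under 0.05 there were 1505 genes, and 31.9% of genes had groups that did not overlap, against 10% by chance. The count was 446 under the stricter filter and 478 without replicate 2 of the K14ΔNLef1 CD34+ITGA6+ arrays.

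Bulge genes, Cd34 included, were again higher, with 13 of 18 called over all genes and over the list alone (median 2.17; camera, adjusted p = 5.00e-25, and adjusted p = 0.0014 with an estimated correlation). Wif1 was higher by 3.24 ± 0.24, Sfrp1 by 3.21 ± 0.38 and Lhx2 by 3.16 ± 0.21. Mitotic and replication genes were lower in 15 of 19 cases under both adjustments (median -1.15; adjusted p = 3.88e-09, and adjusted p = 0.168 with an estimated correlation), for example Ccna2 (-1.60 ± 0.24) and Mcm3 (-1.57 ± 0.27). BMP and TGF-β genes (adjusted p = 7.15e-06, and adjusted p = 0.187 with an estimated correlation; 7 of 15 higher, 1 lower, 8 called over the list alone) and Wnt ligands, receptors and inhibitors (adjusted p = 8.67e-04, and adjusted p = 0.255 with an estimated correlation; 6 of 15 higher, 1 lower, 7 called over the list alone) shifted up, with Id4 (2.31 ± 0.17) and Fzd3 (2.30 ± 0.36) among those higher. The sebaceous genes Scd1 (-2.13 ± 0.30) and Acaca (-1.03 ± 0.22) were lower, and so were Tgm3 and Grhl3 (-1.08 ± 0.20) of 9 suprabasal genes, while Calml3 was higher (2.04 ± 0.24). Lgr5 was higher and Tnfrsf19 (-2.62 ± 0.28) lower among 10 Wnt/β-catenin targets, of which 4 were called over the list alone. Klk10 (-1.09 ± 0.24), Met (-0.91 ± 0.21) and Itga6 were lower. Of the other lists, Hsd17b7, Fdft1 and Ebp of 10 cholesterol synthesis genes, Rfc3 of 13 mismatch repair genes, Notch1, Hes1 and Jag2 of 7 Notch genes and Dusp1 and Fosl2 of 14 immediate early genes were lower (-1.21 to -0.55), and all 9 calls were lost without replicate 2 of the CD34+ITGA6+ arrays (adjusted p from 0.0504 to 0.185). Those of Fosl2, Jag2 and Hes1 were lost after median centring and after quantile normalization too, that of Fdft1 after median centring, and these 4 and Hsd17b7 without the filter. Over the list alone the counts were the same in these lists and in the sebaceous, isthmus and basal lists, and 4 suprabasal genes were called. The basal list had a median of 0.0015 and a mean of -0.06, and the study's list a median of -0.29 and a mean of 0.04. Among the genes of the study's list 3 of 13 were called, and 4 over the list alone, which is not independent evidence.

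The population differences of the genotypes, which also share no arrays, had 483 called genes in common, of which 191 were higher in both, 287 lower in both and 5 opposite, where independent lists would share 15.0, 54.4 and 57.2. Across genes, which are not independent replicates, they correlated with Pearson's r of 0.707 and Spearman's rho of 0.588.

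**Figure D4:**
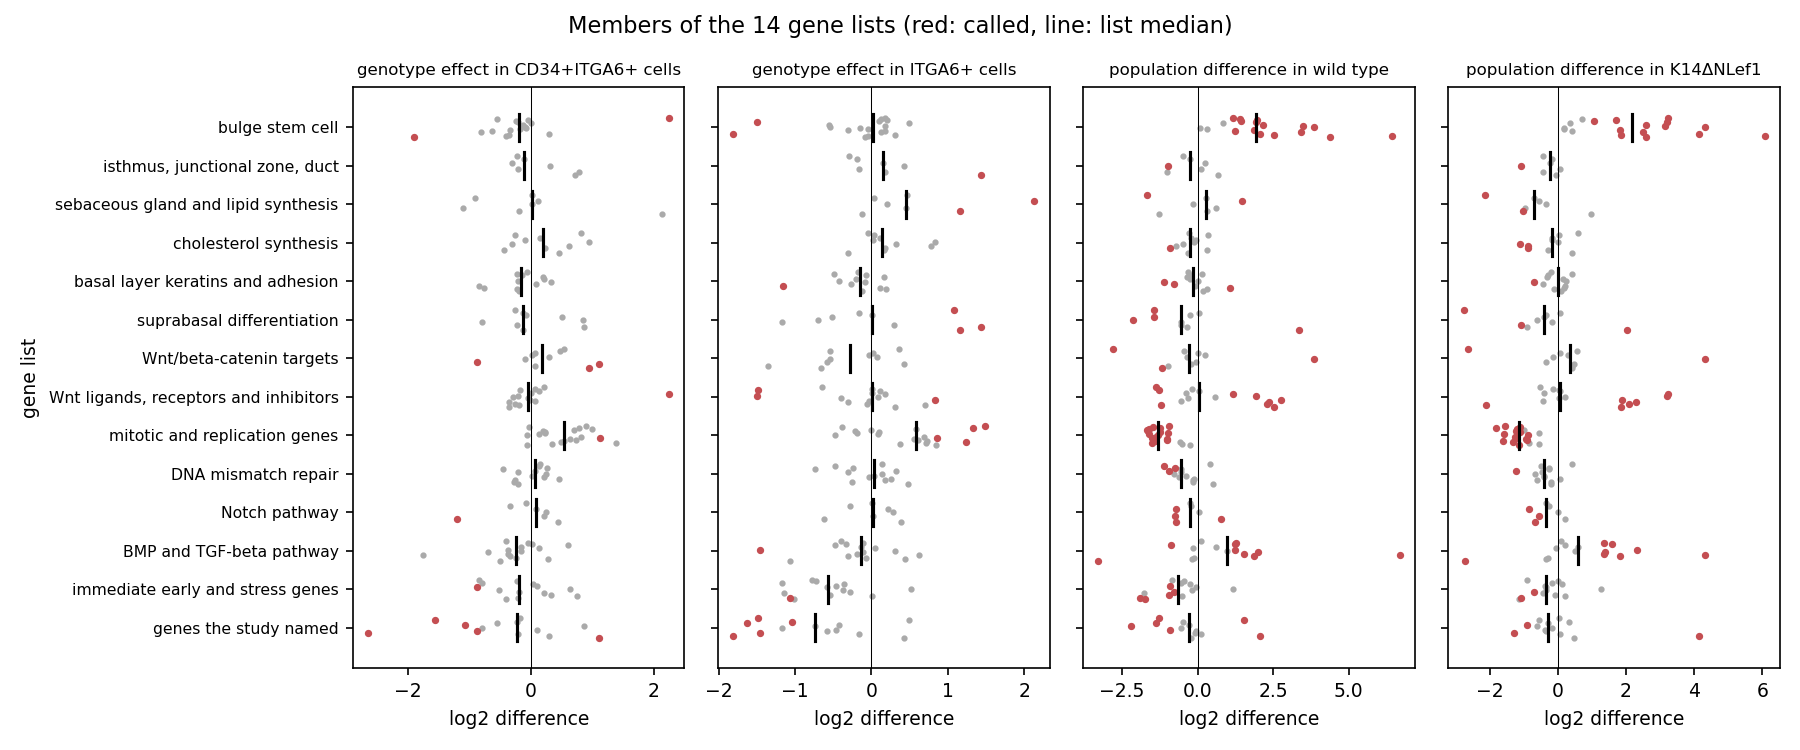
Log2 difference (horizontal axis) of each tested member of the 14 gene lists (vertical axis) in the genotype effects and the population differences; red points are called genes and vertical lines the list medians. Bulge genes have medians of 1.94 and 2.17 in the population differences, and mitotic and replication genes medians of 0.54 and 0.58 in the genotype effects and -1.30 and -1.15 in the population differences.

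Markers of other cells that skin or the sort gate could hold were mostly below the filter, so none of the 10 lists of such markers had the 4 tested members needed for a list test. Tested members numbered 2 for fibroblasts, 2 for skeletal muscle, 2 for adipocytes, 2 for Langerhans and other antigen-presenting cells, 1 each for melanocytes, T cells and Schwann cells, and 0 for endothelium, Merkel cells and red blood cells. Thy1, a surface marker of T cells that fibroblasts also carry, was lower in K14ΔNLef1 than in WT ITGA6+ cells (-1.26 ± 0.24, adjusted p = 0.0061). Without the filter the T cell list of 5 had 1 gene called lower there, a median of 0.05 and no call as a list (camera, adjusted p = 0.6985). Mitf, the regulator of the melanocyte lineage, was higher in CD34+ITGA6+ cells of both genotypes (2.57 ± 0.23 in WT and 2.70 ± 0.23 in K14ΔNLef1), and so was the collagen gene Col1a2 (0.71 ± 0.17 and 0.62 ± 0.17), while Erbb3 of the Schwann cell list was lower in WT (-0.75 ± 0.24, adjusted p = 0.0406), values that lie 0.17 and 0.15 higher relative to the median of all genes. Without the filter only 1 of 7 melanocyte genes was called in each genotype, with medians of 0.09 in WT and 0.13 in K14ΔNLef1. For fibroblasts it was also 1 of 7, with medians of 0.07 and 0.13. Neither list was called (camera, adjusted p from 0.0907 to 0.3599). The class II genes H2-Aa (0.86 and 0.98) and H2-Eb1 (1.48 and 0.98) measured higher in both K14ΔNLef1 populations and were not called (adjusted p from 0.33 to 0.616). Lists of wounding-associated genes, the hair shaft and the hedgehog pathway had 3 tested members each and the interferon list had 0. Of these, Krt6a (3.21 ± 0.32 and 1.89 ± 0.32), Hoxc13 (1.83 ± 0.29 and 1.54 ± 0.29) and Gli3 (0.94 ± 0.19 and 1.04 ± 0.19) were higher in CD34+ITGA6+ cells of WT and K14ΔNLef1 mice, as was Gli1, a target of hedgehog signalling (adjusted p = 1.88e-04 and 2.82e-04, with 1.51 ± 0.21 in K14ΔNLef1), and no member was called for a genotype effect. Genes in this paragraph fall outside the naming rule and were chosen after their values were seen.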

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

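In this part the tests of Cd34 in ITGA6+ cells, over the gene and over its single probe sets, of values near background or the upper limit and of arrangements that keep pairs were chosen only after the result was seen.

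A difference between groups picked out 86 genes whose genotype effect differed between CD34+ITGA6+ and ITGA6+ cells by a test of that difference in limma. The values are the effect in CD34+ITGA6+ cells minus that in ITGA6+ cells, on the log2 scale. The highest were Ntrk2 (4.62 ± 0.33, adjusted p = 4.59e-06), Apod (4.57 ± 0.44, adjusted p = 5.46e-05), Aldh1a2 (4.22 ± 0.36, adjusted p = 1.84e-05), Serpinb2 (3.08 ± 0.51, adjusted p = 0.006) and Dlx5 (3.08 ± 0.59, adjusted p = 0.0148). The lowest were Pcolce2 (-4.31 ± 0.41, adjusted p = 5.46e-05), Cald1 (-4.24 ± 0.27, adjusted p = 1.91e-06), Tagln3 (-3.87 ± 0.39, adjusted p = 8.91e-05), Camk4 (-3.83 ± 0.36, adjusted p = 5.46e-05) and S100a4 (-3.52 ± 0.28, adjusted p = 1.05e-05). For Serpinb2 the genotype effect was -0.99 in CD34+ITGA6+ cells and -4.07 in ITGA6+ cells, and for Dlx5, a homeobox gene, it was 1.47 and -1.61. Pcolce2 and Camk4 fell in CD34+ITGA6+ cells and measured -0.07 and 0.27 in ITGA6+ cells.

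Of the genes in the lists, the Wnt feedback inhibitor Axin2 differed by 1.60 ± 0.26 (0.95 in CD34+ITGA6+ and -0.65 in ITGA6+ cells), Wif1 by 2.07 ± 0.34 (2.25 and 0.18), Wnt16 by 1.31 ± 0.24 (-0.18 and -1.49) and Tnc by -2.06 ± 0.34 (-1.56 and 0.49). Egfl6 differed by 2.09 ± 0.44 (0.28 and -1.81, adjusted p = 0.0259), Klf5 by 1.60 ± 0.34 (0.86 and -0.74, adjusted p = 0.0289) and Id4 by 1.07 ± 0.24 (-0.38 and -1.45, adjusted p = 0.0428). The calls of Egfl6, Klf5 and Id4 were lost without the filter (adjusted p = 0.0532, 0.0548 and 0.0637) and without most single arrays. Id4 kept the call only without replicate 2 of the K14ΔNLef1 CD34+ITGA6+ arrays, with a range over single arrays of 0.94 to 1.15, and over all alternatives of adjusted p = 0.0347 to 0.166. Klf5 kept it without replicate 1 of the WT CD34+ITGA6+, replicate 2 of the K14ΔNLef1 CD34+ITGA6+ and replicates 1 and 2 of the WT ITGA6+ arrays (range 1.34 to 1.76, adjusted p up to 0.0757). Egfl6 kept it without replicate 3 of the WT CD34+ITGA6+, replicate 2 of the K14ΔNLef1 CD34+ITGA6+ and replicate 1 of each set of ITGA6+ arrays (range 1.82 to 2.45, adjusted p up to 0.0791). With the replicate number as a block, Egfl6 was at adjusted p = 0.052 and Id4 at adjusted p = 0.0656.

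For the count of 86 genes, though not for each gene in it, 100 regroupings of the residuals argue against chance. Of these 1, the real one, gave as many genes and the highest other 14. Since the regroupings leave the pairing of arrays out, the 32 arrangements that keep arrays of the same number as pairs were used too. Of those 1, the real one, gave as many and the highest other 0. In both, the residuals come from a model without a difference of effects and still hold that difference. It can widen the spread in the other arrangements and lower their counts, so chance is not strictly excluded. For 34 genes a fall like the larger one would end below the highest array median in the other population. Among them are Serpinb2, S100a4, Pcolce2, Camk4, Dlx5, Tnc and Wnt16. For 28, among them Apod, Aldh1a2, Tagln3 and Wif1, a like rise would start below it or, for Cald1, end above the highest gene value of any array. For these 62, S100a4 and Cald1 excepted, the limits of the measurement and a different action of ΔNLef1 were not told apart here. The WT mean in the population with the larger effect was not set against that in the other population. S100a4 was called as a rise in ITGA6+ cells (1.40 ± 0.20, limma, adjusted p = 5.31e-04), which a limit on falls would not give. For Cald1 an upper limit of 13.3 leaves most of a like rise from the WT mean of 9.84, but it measured -0.41. For the 24 genes outside the 62, more than the highest other regrouping gave in all, a like effect would stay within these limits. Cells of the CD34+ gate carried into the ITGA6+ sort of K14ΔNLef1 mice would raise Cd34 there, where the gene value differed by -0.0413 ± 0.19 but 9 of 11 probe sets were higher (-0.69 to 0.70, median 0.33), and at the highest share that any of them allows with 1 standard error more, 2.94%, mixing would give at least 50% of the difference for 0 of the 86 genes. ITGA6+ cells in the CD34+ITGA6+ sort, at the share of 24.5% that the Cd34 value there (-0.41 ± 0.19, adjusted p = 0.522) allows, would give at least 50% of the difference for 8 of the 86 genes (14 at 33.9%, the share with 1 standard error more), and 73 genes at least 4-fold lower in WT CD34+ITGA6+ cells had a median genotype difference of -0.08 where mixing needs 0.99. As a hypothesis for those 24, ΔNLef1 may therefore act on different genes in the bulge gate and outside it, while a change in which cells make up each gate in K14ΔNLef1 mice stays open as an untested alternative.

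A signal in data outside the gene comparisons came from the 4579 probe sets with several gene symbols or none, of which 2666 passed the filter. In K14ΔNLef1 against WT, 15 of them were called in CD34+ITGA6+ cells (9 higher, 6 lower) and 53 in ITGA6+ cells (26 higher, 27 lower).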

How the results depend on the processing

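The block for the replicate number within each genotype was added only after the data were seen, and the other alternatives were planned. Counts of called genes stayed within 1.5 times the main count except as follows. The stricter filter, which tested fewer genes, gave 174 in place of 302 for the genotype effect in ITGA6+ cells, 518 in place of 981 and 446 in place of 736 for the population differences in WT and K14ΔNLef1, and 49 in place of 86 for the difference of effects. A threshold of 2-fold, which removes smaller changes by construction, gave 602 and 445 for the population differences. The mean over probe sets gave 177 in place of 109 in CD34+ITGA6+ cells and 149 for the difference of effects, and the cause was not tested. Fitting only the 6 arrays compared gave 70 in CD34+ITGA6+ cells, with fewer degrees of freedom. Leaving out single arrays gave 71 to 117 and 192 to 314 genes for the genotype effects, 712 to 1010 and 478 to 799 for the population differences and 64 to 82 for the difference of effects, and the cause was not tested. The lowest counts came without replicate 3 of the K14ΔNLef1 CD34+ITGA6+ arrays (71), replicates 3 and 1 of the K14ΔNLef1 ITGA6+ arrays and replicate 3 of the WT ITGA6+ arrays (192, 201 and 196) and replicate 2 of the K14ΔNLef1 CD34+ITGA6+ arrays (478).

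Counts of called lists changed with the correlation assumed between genes, the test and the filter. With an estimated correlation they were 0 and 0 for the genotype effects (main 3 and 4), 1 and 1 for the population differences (main 3 and 4) and 0 for the difference of effects (main 2), and with fry, which asks another question, 0, 2, 5, 8 and 0. Without the filter, where more lists reached 4 members, they were 6 and 7 for the population differences and 0 for the difference of effects. Single arrays left out gave 1 to 3, 3 to 4, 3 to 5, 4 to 6 and 0 to 3, and the cause was not tested. For the genotype effect in CD34+ITGA6+ cells, 1 list was called without replicate 3 of the WT or replicate 2 of the K14ΔNLef1 CD34+ITGA6+ arrays. For the population difference in WT, 5 were called without any 1 of the K14ΔNLef1 ITGA6+ arrays, replicates 1 or 3 of the K14ΔNLef1 CD34+ITGA6+ arrays or replicate 3 of the WT ITGA6+ arrays. For the difference of effects, 0 were called without replicate 3 of the WT CD34+ITGA6+ arrays and 1 without replicate 3 of the K14ΔNLef1 CD34+ITGA6+ or replicate 2 of the K14ΔNLef1 ITGA6+ arrays.

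Itga6 in K14ΔNLef1 mice was at -0.44 with quantile normalization, where the call was lost (adjusted p = 0.0728), and at -0.77 to -0.55 without single arrays (adjusted p = 0.115 without replicate 2 of the CD34+ITGA6+ arrays, 0.103 and 0.0618 without replicates 1 and 3 of the ITGA6+ arrays, the call lost in each). Lef1, Cd34, and Itga6 in WT, kept their calls in each alternative, with Lef1 at 4.57 and 5.32 with the mean over probe sets, which includes those that did not rise, and at 5.86 to 6.53 without single arrays. Of 225 results for single genes, 209 were called, of which 43 lost the call in at least 1 alternative (43 without single arrays, 21 otherwise) and 0 changed direction. Of 16 not called, 4 were called in an alternative (Klf4 and Klf5 in both populations) and 1 changed sign: Junb in CD34+ITGA6+ cells (0.09) ran from -0.14 to 0.27 without single arrays, below 0 without replicate 2 of the WT (-0.12) or replicate 3 of the K14ΔNLef1 CD34+ITGA6+ arrays, and the cause was not tested.

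The replicate block gave 113 and 292 genes for the genotype effects, 1023 and 792 for the population differences and 90 for the difference of effects, and the block within genotype 1102, 823 and 100. Within each genotype, each array correlated best with the array of its own number in the other population, which is a hint from the data and not from the labels. The block within genotype called 5 lists in WT in place of 3. With the replicate block the calls of Cdk1 and Sfrp1 in ITGA6+ cells, Fdft1, Hes1 and Jag2 between populations in K14ΔNLef1, Egfl6 and Id4 for the difference of effects and Wnt/β-catenin targets in CD34+ITGA6+ cells were lost (adjusted p = 0.052 to 0.0658). With the block within genotype those of Fdft1, Hes1, Jag2 and Id4 were lost, and immediate early genes gained a call for the difference of effects (adjusted p = 0.0192). The block changed no other call of a named gene or list. Genes near the background of the array were not tested under the filter, and 5577 of 11281 genes were left out for this reason.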

Other observations

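In this part the Cd207 test and the list of leukocyte genes were chosen only after the class II values had been seen, and 3 of the 18 leukocyte genes (Ptprc, Csf1r and Itgax) had been seen as well, replication genes were set apart after their values were seen, and the arrangements that keep pairs were added after the regroupings.

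Some genes of the lists lay below the filter in too many arrays to enter the comparisons, and in a fit without the filter a few of them differed. They were named after their values were seen. Wnt5a, a ligand of mostly β-catenin-independent Wnt signalling, measured 7.51 ± 0.29 (log2, mean ± SD) in WT ITGA6+ cells and 4.93 ± 0.37 in those of K14ΔNLef1 mice, a change of -2.59 ± 0.21 (adjusted p = 1.08e-05). In CD34+ITGA6+ cells it measured 5.64 ± 0.04 and 5.32 ± 0.12, a difference of effects of 2.27 ± 0.29 (adjusted p = 0.0022). The low level there may have left little room to fall, and its part in the difference was not tested. Soat1, which esterifies cholesterol, rose in K14ΔNLef1 ITGA6+ cells by 1.42 ± 0.29 (adjusted p = 0.0148), and with it 3 of 19 sebaceous genes were called there (camera, adjusted p = 0.0066, and adjusted p = 0.427 with an estimated correlation). In CD34+ITGA6+ cells Soat1 also measured higher, with 6.784 ± 0.143 (mean ± SD) in K14ΔNLef1 and 5.675 ± 0.295 in WT mice, and was not called. Krt27, a keratin of the inner root sheath, rose in CD34+ITGA6+ cells by 2.52 ± 0.45 (adjusted p = 0.0164).

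The hedgehog list had 4 members without the filter, and 3 of them, Gli1, Gli3 and Hhip, were higher in CD34+ITGA6+ cells of both genotypes. Hhip, a feedback inhibitor of the pathway, was higher by 1.62 ± 0.29 in WT and 1.14 ± 0.29 in K14ΔNLef1 mice. The list was called in WT (adjusted p = 1.97e-05, and adjusted p = 0.0344 with an estimated correlation) and in K14ΔNLef1 mice (adjusted p = 6.73e-05, and adjusted p = 0.0511 with an estimated correlation). DNA mismatch repair genes shifted lower in CD34+ITGA6+ cells without the filter (adjusted p = 0.0072 in WT and 0.0286 in K14ΔNLef1, and adjusted p = 0.59 and 0.443 with an estimated correlation), with Exo1 at -1.34 ± 0.22 and -1.08 ± 0.22. No mismatch repair gene was called for a genotype effect.

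Genes called between populations in WT had a median difference of 1.16 in size there, and in K14ΔNLef1 mice the same genes differed by 0.75 in the same direction. Genes called in K14ΔNLef1 mice had a median of 1.13 there and of 0.996 in WT. Genes called in 1 comparison tend to be overestimated in it, so these values are given without a claim that the transgene lessens the difference.

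Class II antigen presentation genes measured higher in K14ΔNLef1 cells and were not called. Cd74 differed by 1.32 ± 0.36 in CD34+ITGA6+ and 1.11 ± 0.36 in ITGA6+ cells (adjusted p = 0.147 and 0.149 without the filter), from means of 6.16 and 5.84 in WT, H2-Aa by 0.86 and 0.98, from means of 6.93 and 6.23, and H2-Eb1 by 1.48 and 0.98, to means of 8.98 and 8.07. The Langerhans and antigen-presenting cell list was called without the filter in CD34+ITGA6+ cells (adjusted p = 0.0026, and adjusted p = 0.469 with an estimated correlation) and not in ITGA6+ cells (adjusted p = 0.14). Antigen-presenting cells that escape the ITGA6 gate, which should remove cells without the integrin, could bring these transcripts, and 18 other leukocyte genes, of which 1 (Tyrobp, 1.31 and 1.24, not called) lay above the filter and 1 below it (Alox5ap, 1.05 and 1.79) was called in ITGA6+ cells without the filter (adjusted p = 0.019), had medians of 0.2719 in CD34+ITGA6+ and 0.0721 in ITGA6+ cells, with 15 and 11 of them higher, and Cd207, the marker of Langerhans cells, differed by 0.14 in CD34+ITGA6+ cells but lay below the filter. Since 17 of the 18 genes and Cd207 lie below the filter, such cells and a rise of class II genes in the keratinocytes themselves cannot be told apart.

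The list of mitotic and replication genes had medians of 0.54 and 0.58 for the genotype effects, with 16 and 14 of 19 genes higher. Its 7 replication genes had medians of 0.19 and -0.19, with 5 and 2 of them higher (5 and 3 after quantile normalization, 6 and 3 after median centring), and the other 12 had medians of 0.75 and 0.72, with 11 and 12 higher. Array scaling was argued against, since the medians were 0.6043 and 0.6383 after quantile normalization, and so was a single array, since the lowest medians without 1 array were 0.443 and 0.4221 (without replicate 3 of the K14ΔNLef1 CD34+ITGA6+ and replicate 1 of the WT ITGA6+ arrays). As a hypothesis limited to the genes other than replication genes, more of the K14ΔNLef1 cells may have been in mitosis. The list was not called in either population with an estimated correlation (adjusted p = 0.56 and 0.399), and a difference in the hair cycle stage or in the cells that make up each gate was not tested.

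Each comparison of 3 arrays with 3 allows 10 splits, too few for a share under 5%, so for these only the values are given. The real split gave the most genes in all 4, that is 1 of 10 splits gave as many, with 109 against at most 6 in other splits for the genotype effect in CD34+ITGA6+ cells, 302 against 1 in ITGA6+ cells, 981 against 0 in WT and 736 against 0 in K14ΔNLef1 for the population difference. In the other splits the differences between the real groups enter the spread within each side, which lowers their counts. The low counts of genes there are therefore no evidence by themselves. For called lists the real split gave 3 against at most 2 and 4 against at most 2 for the genotype effects (1 of 10 splits gave as many in each). For the population differences it gave 3 against a highest other of 4 in WT (5 of 10 splits gave as many) and 4 against 4 in K14ΔNLef1 (4 of 10). For the difference of effects, 12 of 100 regroupings gave 2 lists or more, with a highest other of 3, and 6 of the 32 arrangements that keep pairs did, also with a highest other of 3, so chance is not excluded for those lists. In WT, where correlations hint that equal numbers mark pairs of arrays, the other 3 splits that part every pair gave 0 genes and at most 3 lists, and the 6 splits that part fewer gave 0 genes and at most 4 lists.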
